A study of Mus musculus with 8 samples. Its data were reported in "Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy" (2026).

How the data were processed

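Single-cell RNA sequencing was performed on whole mouse livers from animals with and without hepatocyte expression of Lrg1 (WT and KO). Livers came from mice without a tumour that received buffer (Ctrl) or from mice with an orthotopic MC38 colorectal tumour at day 19, before overt liver metastasis (the pre-metastatic niche, PMN). MC38 is a mouse colon carcinoma line. There were 8 libraries in 4 groups of 2 (WT-Ctrl, WT-PMN, KO-Ctrl and KO-PMN), and each library is named here by its group and replicate number. Cells were captured on the BD Rhapsody system, which isolates single cells in microwells and tags each captured transcript with a unique molecular identifier (UMI).

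The matrices deposited by the authors hold UMI counts per gene and cell, as whole numbers, with 1 matrix per library. Cells had been called by the authors before deposit. The pipeline, aligner, genome build and annotation behind the single-cell counts are not stated in the labels, and neither is the rule for reads shared between similar genes. Values of genes with close paralogs (Saa1 and Saa2, Mup7 and Mup11, Cyp2a4, Cyp2b13, Cyp2c69, Sult2a2, Ces1e, H2-Q6, H2-T22, Ifit3b and Bcl2a1d among those named) are therefore uncertain to that extent. Of 31253 features, 31184 matched a reference annotation of GRCm38 by identifier and 30273 of them had the same symbol there. Chromosomes and coordinates were taken from that annotation, and gene symbols from the deposited matrices.

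The matrices held 94398 cells and 281254846 UMIs, from 29980379 UMIs (WT-Ctrl 2) to 39735190 UMIs (KO-PMN 2) per library. Cells were kept with at least 1000 UMIs, at least 200 genes, at most 25% mitochondrial counts and at most 1% haemoglobin counts. Counted for each limit by itself, 11483, 1633, 2781 and 748 cells failed these limits, and a cell could fail more than 1 of them. Together they removed 14586 cells. Predicted doublets were removed per library with Scrublet as built into scanpy (expected share 0.06), which took out 2056 of 79812 cells (1.39% to 3.42% per library). The remaining 77756 cells held 248761318 UMIs, with 8688 to 11216 cells and a median of 2210 to 2630 UMIs per cell in each library. A count of 0 was read as an upper limit of 3 counts over the total of the group. Intervals and limits cover counting error only.

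Counts were normalised to 10000 per cell and log-transformed, and 30 principal components of 2000 variable genes were computed without mitochondrial and haemoglobin genes. Each cell was joined to its 15 nearest neighbours, pairs were weighted by shared neighbours, and Leiden clustering at resolution 1 gave 40 clusters. No batch correction was applied. Clusters were named from marker genes that had been listed before the data were examined. A name needed at least 3 markers of the class in at least 0.1 of the cells and no stronger set of another class among the 10 leading genes of the cluster. The tie rules of the naming, the joining of type 2 conventional dendritic cells with migratory dendritic cells, and the omission of a weight limit in the neighbour graph were decided after the clusters had been seen. There were 16 named cell types, 11 of them immune, and 2599 cells in 4 clusters stayed without a name.

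Sums of UMIs per library and cell type (pseudobulk), not single cells, were the unit of every test, because cells of one animal are not replicates. Genes were tested with edgeR (filterByExpr, TMM scaling, quasi-likelihood F test) in 1 fit of all 8 libraries per cell type with at least 20 cells in each library. The 5 contrasts were PMN against Ctrl in WT, PMN against Ctrl in KO, KO against WT among Ctrl, KO against WT among PMN, and the difference of both tumour effects (the interaction). All tests were two-sided. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 0.5. Numbers of cells per immune type were tested with edgeR against the number of immune cells of the library, with adjustment over the 11 types of a contrast and no trend in the dispersion.

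Gene lists from the study (immature neutrophil, suppressor neutrophil, endothelial) and a T cell effector list were tested with fry from limma as the main test and with camera (correlation 0.01) as the alternative. The adjustment ran over 25 tests. The fry test of the T cell list was added after the other tests had been planned. For every list, genes were also adjusted over the list alone. The study named the neutrophil and endothelial genes while describing these same libraries, with references to earlier work for them, and does not state how they were picked, so the list results are not taken as independent evidence. Among the genes named were Lrg1, some list genes, and leading genes of hepatocytes, endothelial cells, macrophages, neutrophils, monocytes and T cells. Leading genes of a contrast were the 3 called genes with the largest rise and the 3 with the largest fall. These had an average log2 CPM (UMI counts scaled to a common library total) of at least 5 and no overlap between the libraries of the contrast. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, T cell receptor and predicted genes were left out of that choice. Genes of the X and Y chromosomes, Il6 sources by cell type and Wdr19 as a gene of interest in all types were looked at after their values had been seen.

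The share of early neutrophils was the percentage of neutrophils with at least 3 UMIs over Camp, Ltf and Ngp after each cell had been thinned to 1000 UMIs. It was compared by an exact permutation test of PMN and Ctrl labels within genotype (36 arrangements, two-sided, smallest possible p 0.0556). With 2 libraries against 2 the smallest exact p is 0.333, so no such test was made within a genotype. Fold changes against a group at 0 are given as lower limits, and ratios against 1 to 3 UMIs with their counting interval. Fitted values printed for such genes are given beside their limit.

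A further 3 lists, male-biased liver genes, female-biased liver genes and acute-phase genes, were written from general knowledge after some of their members had been seen among the called genes, and were tested with fry over 15 tests, and again over 15 tests without the members that had been seen. A list of neutrophil-only genes (S100a8, S100a9, Retnlg, Cxcr2 and Ly6g) served to estimate the neutrophil RNA carried into other cell types.

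The gene tests were tested on simulated data: counts drawn for the WT-PMN against WT-Ctrl comparison, with 200 genes changed, in 3 simulations. At the thresholds used, edgeR recovered 69.0% of the changed genes among 12705 endothelial genes, 48.7% among 9026 hepatocyte genes, 64.8% among 10571 macrophage genes and 45.0% among 4444 neutrophil genes. False calls made up 8.81%, 4.89%, 8.47% and 6.90% of the calls in these cell types, in the same order. DESeq2 recovered 70.3%, 42.7%, 62.2% and 38.2%, with 14.6%, 5.19%, 9.25% and 3.78% false calls.

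The alternatives fixed in advance were DESeq2, no scaling, no filter beyond 1 count, only the 4 libraries of a contrast, the replicate number as a block, no fold change limit, equal cell numbers, predicted doublets kept, at most 10% mitochondrial counts, at least 500 genes, Leiden resolution 2, shares of all cells, TMM over cell types, limma on logit shares with 0.5 cells added, clustering without called genes, other limits for early neutrophils, camera, the 100 largest changes, and leaving out each library in turn. A minimum of 500 UMIs and counts of called genes without those on X and Y were added after the data had been seen. So were all alternatives for Il6 other than keeping predicted doublets (DESeq2, no scaling, a filter of 1 count, the replicate block, at most 10% mitochondrial counts, equal cell numbers and leaving out each library), camera for the T cell list, and equal cell numbers for single genes.

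Trajectories, ligand and receptor predictions and the flow cytometry, bulk and patient data of the study were not analysed here. Software versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.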

Results

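Transcripts were counted in single liver cells in 8 mouse libraries, with 2 libraries in each of the groups WT-Ctrl, WT-PMN, KO-Ctrl and KO-PMN. KO mice lack Lrg1 (leucine-rich alpha-2-glycoprotein 1, a secreted protein) in hepatocytes, and PMN livers came from mice with an MC38 tumour elsewhere at day 19. The libraries held 33244009 and 29980379 UMIs in WT-Ctrl, 34868467 and 37960029 in WT-PMN, 35517531 and 32225465 in KO-Ctrl, and 37723776 and 39735190 in KO-PMN. No pair of replicates was 1 library deposited again, since the chi-square statistic per degree of freedom between the replicates, over the genes of endothelial cells, was 11.5 in WT-Ctrl, 8.43 in WT-PMN, 28.5 in KO-Ctrl and 10.7 in KO-PMN.

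The sex-linked transcripts separated WT-PMN from the other 3 groups. Xist (ENSMUSG00000086503, GRCm38 chromosome X, 103460366 to 103483254), which is transcribed from the inactive X chromosome of female cells, was at 0.130 and 0.146 CPM over all cells of WT-PMN 1 and WT-PMN 2 and between 282 and 373 CPM in the other 6 libraries. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) was at 133 and 122 CPM in WT-PMN and at no more than 0.480 CPM elsewhere. In all 16 cell types both WT-PMN libraries lay below the other 6 for Xist and above them for Ddx3y. Every contrast that includes WT-PMN therefore compares libraries of different sex-linked expression as well as the labelled groups, and no library allows these to be separated. The contrast of PMN against Ctrl in KO and that of KO against WT among Ctrl are free of this difference. The study's methods state that animals of like sex were assigned at random.

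**Figure D1:**
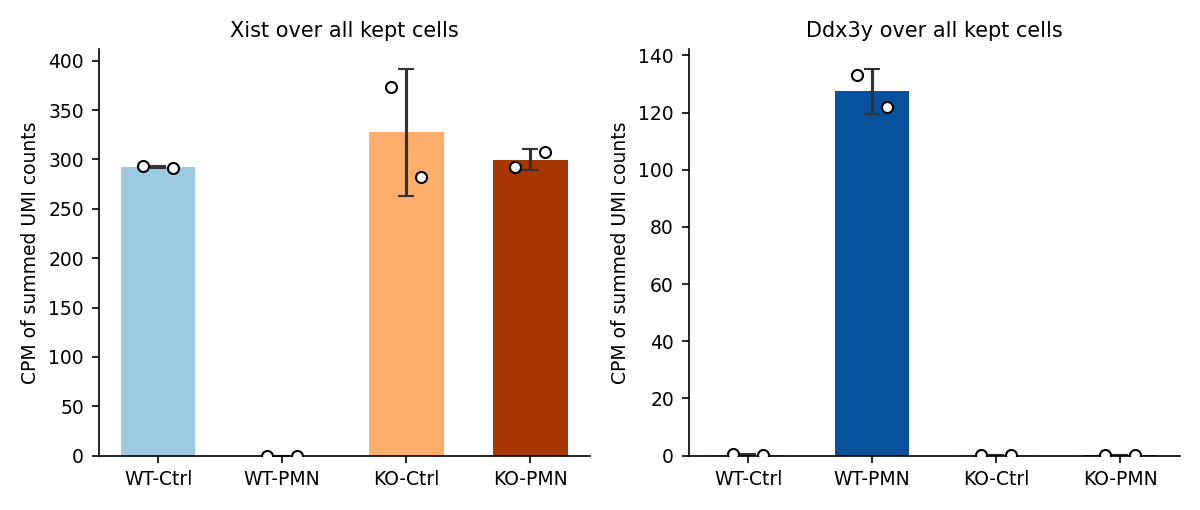
Xist (left) and Ddx3y (right) in CPM of the summed UMI counts over all kept cells, by group, with bars for the mean of 2 libraries, error bars for the SD and points for the libraries. Both WT-PMN libraries sit at 0.130 and 0.146 CPM for Xist and at 133 and 122 CPM for Ddx3y.

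The first question was whether the labels match the targeted gene. Lrg1 (ENSMUSG00000037095, GRCm38 chromosome 17, 56119678 to 56122001, minus strand, protein coding) in hepatocytes was at 149.9 ± 85.5 CPM in WT-Ctrl (SD, n = 2, 589 UMIs) and at 862 ± 247 CPM in WT-PMN (SD, n = 2, 2809 UMIs). It was at 0.178 ± 0.252 CPM in KO-Ctrl (SD, n = 2), from 1 UMI, and at 2.41 ± 1.14 CPM in KO-PMN (SD, n = 2), from 10 UMIs. The ratio of WT-Ctrl to KO-Ctrl was 743.6 (95% counting interval 133 to 29419), and that of WT-PMN to KO-PMN was 318 (173 to 664). With edgeR, Lrg1 in hepatocytes was lower in KO by −9.19 log2 units among Ctrl (SE 0.76, adjusted p 0.000896) and by −8.28 among PMN (SE 0.57, adjusted p 1.40e-05), with both KO libraries below both WT libraries each time. In WT it rose with the tumour by 2.36 log2 units (SE 0.38, adjusted p 0.00456), in both tumour libraries above both controls. Its change in KO (3.26, SE 1.41, adjusted p 0.454) rests on the 1 and 10 UMIs of the KO groups (ratio 12.9, 95% counting interval 1.83 to 559) and failed the threshold, and the interaction was 0.91 (adjusted p 0.957). Leaving out 1 library moved the rise in WT to between 1.83 and 3.11. Without KO-Ctrl 1 the KO-Ctrl group held 0 UMIs of Lrg1, so that among Ctrl it was at least 114-fold lower in KO, its rise in KO was at least 1.98-fold and the interaction had no determined direction. Keeping predicted doublets moved the difference among PMN most, to −6.67. With equal cell numbers the interaction was −0.0074, so its direction was not settled.

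Lrg1 was also counted in other cell types. In neutrophils it was at 454 and 241 CPM in WT-Ctrl, 955 and 875 in WT-PMN, 184 and 142 in KO-Ctrl, and 322 and 380 in KO-PMN. In endothelial cells it was at 16.2 and 23.0 CPM in WT-Ctrl, 257 and 323 in WT-PMN, 6.14 and 8.28 in KO-Ctrl, and 55.6 and 29.9 in KO-PMN. The endothelial rise was 3.93 log2 units in WT (SE 0.32, adjusted p 0.00120) and 2.64 in KO (SE 0.33, adjusted p 0.0362), with both tumour libraries above both controls in each genotype. The KO call was lost with the replicate number as a block. Endothelial Lrg1 among PMN was lower in KO by −2.70 log2 units (SE 0.30, adjusted p 0.0153), whereas the difference between the tumour effects was −1.30 (adjusted p 0.639) and failed the threshold.

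**Figure D2:**
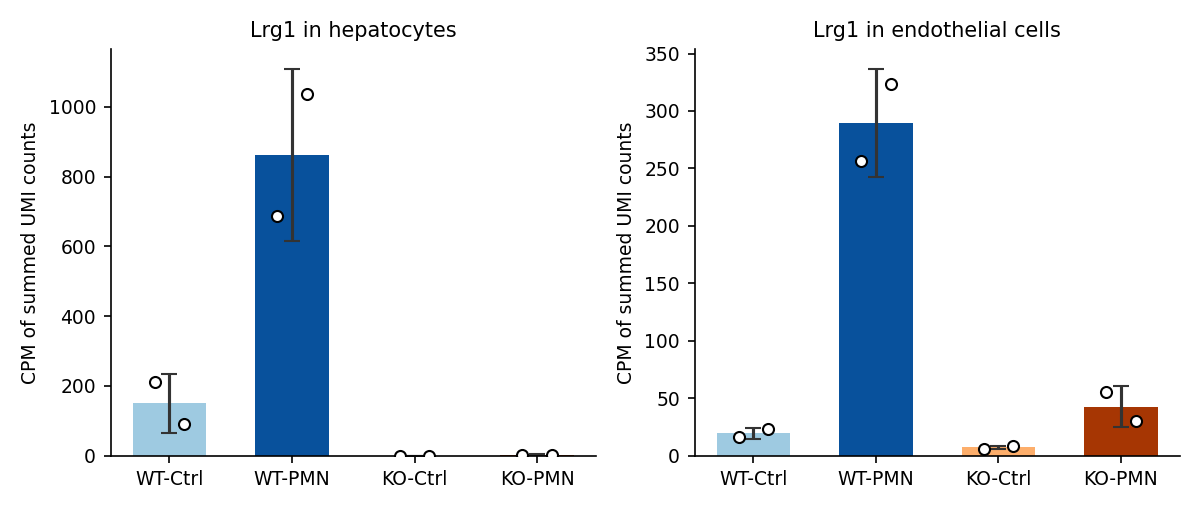
Lrg1 in CPM of the summed UMI counts in hepatocytes (left) and endothelial cells (right), by group, with bars for the mean of 2 libraries, error bars for the SD and points for the libraries. In hepatocytes the KO groups average 0.178 and 2.41 CPM and the WT groups 149.9 and 862 CPM.

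The study asked how the immune composition of the liver changes with the tumour and with hepatocyte Lrg1. Immune cells made up 36.2% to 65.4% of the cells kept per library. Neutrophils were 2.85% ± 0.11 of immune cells in WT-Ctrl, 29.3% ± 5.7 in WT-PMN, 4.31% ± 0.92 in KO-Ctrl and 9.76% ± 3.27 in KO-PMN (SD, n = 2 each). In WT, 5 of 11 immune types were called between PMN and Ctrl, and 7 had an unadjusted p under 0.05. Neutrophils rose by 3.36 log2 units (SE 0.36, adjusted p 7.32e-11) and monocytes by 1.504 (SE 0.37, adjusted p 0.00127). T cells fell by 0.85 (SE 0.27, adjusted p 0.00677), NK cells fell by 1.29 (SE 0.35, adjusted p 0.00199) and cDC1 fell by 1.23 (SE 0.43, adjusted p 0.0147). In each of these 5 types both tumour libraries lay on the same side of both controls. Without WT-PMN 2 the monocyte rise was 0.92 and the cDC1 change −0.79. Taken as shares of all cells, only the neutrophil rise of these was called (3.79). TMM over cell types moved the neutrophil rise most, to 4.01, and the T cell (−0.30) and cDC1 (−0.69) calls were lost there.

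In KO, neutrophils were the only 1 of 11 types called with the tumour (1.17 log2 units, SE 0.34, adjusted p 0.0124), with both tumour libraries above both controls, and 2 types had an unadjusted p under 0.05. Without KO-PMN 2 this rise was 0.78, and as a share of all cells it was 1.14 and not called. TMM over cell types also removed the call (1.12). Among Ctrl, 0 of 11 types were called between KO and WT, 0 had an unadjusted p under 0.05, and the smallest adjusted p was 0.898. Among PMN, neutrophils were lower in KO by −1.58 log2 units (SE 0.33, adjusted p 0.000242) and T cells were higher by 0.73 (SE 0.27, adjusted p 0.0471), with both KO libraries on one side of both WT libraries, and 3 types had an unadjusted p under 0.05. The T cell difference was 0.48 without WT-PMN 2, and its call was lost as a share of all cells (0.56), with TMM over cell types (0.08), with at least 500 genes (0.73) and at Leiden resolution 2 (0.71). The neutrophil difference was larger as a share of all cells (−1.82) and was not called there. The interaction was called for neutrophils (−2.19, SE 0.48, adjusted p 0.000434), the only 1 of 11 types called, with 3 at an unadjusted p under 0.05, and not as a share of all cells (−2.65). Each comparison with WT-PMN carries the sex-linked difference described above.

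**Figure D3:**
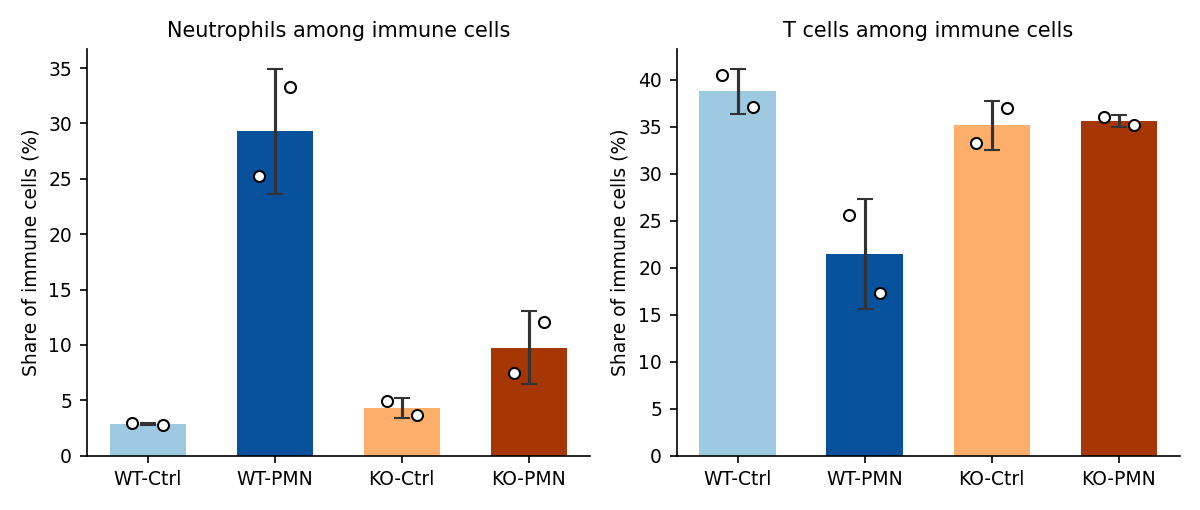
Neutrophils (left) and T cells (right) as a percentage of immune cells, by group, with bars for the mean of 2 libraries, error bars for the SD and points for the libraries. Neutrophils average 29.3% in WT-PMN and 9.76% in KO-PMN, and T cells 21.5% and 35.6%.

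Changes in gene expression were counted per cell type. With the tumour in WT, 330 of 9302 genes were called in hepatocytes (136 higher, 194 lower), 418 of 12912 in endothelial cells (277 higher, 141 lower), 455 of 10764 in macrophages (359 higher, 96 lower), 201 of 8666 in monocytes (111 higher, 90 lower), 17 of 10049 in T cells (11 higher, 6 lower) and 14 of 4674 in neutrophils (9 higher, 5 lower). In KO, the same contrast gave 20 in hepatocytes (6 higher, 14 lower), 21 in endothelial cells (10 higher, 11 lower), 1 in macrophages, 2 in monocytes, 1 in T cells and 0 in neutrophils, where 232 genes had an unadjusted p under 0.05. The alternative that moved these counts most was a filter of only 1 count per gene, which gave 1409 endothelial genes in WT and 1072 in KO. The lower number in KO is not by itself a tested difference. The interaction was called for 56 genes in hepatocytes, 1 in endothelial cells, 2 in macrophages, 1 in neutrophils, 1 in monocytes and 2 in T cells. Between KO and WT among Ctrl, 3 genes were called in hepatocytes and 0 in each of the other 5 types, where 893 (endothelial cells), 694 (macrophages), 494 (monocytes), 488 (T cells) and 241 (neutrophils) had an unadjusted p under 0.05. Among PMN, 159 were called in hepatocytes (99 higher in KO, 60 lower), 24 in endothelial cells (2 higher, 22 lower), 82 in macrophages (7 higher, 75 lower), 10 in neutrophils (2 higher, 8 lower), 9 in monocytes and 8 in T cells. Without X and Y genes, the calls in WT became 320 in hepatocytes, 403 in endothelial cells, 439 in macrophages and 11 in neutrophils.

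Scaling moved the median of all hepatocyte genes by 0.18 log2 units for the tumour in WT and by −0.14 for KO against WT among PMN when TMM was left out. The hepatocyte split in WT then changed from 136 higher and 194 lower to 211 higher and 142 lower, keeping doublets gave 181 and 141, and at most 10% mitochondrial counts gave 141 and 150, so whether more hepatocyte genes rose or fell depends on these choices. In endothelial cells of KO the split of 10 higher and 11 lower became 9 and 27 without scaling, and in neutrophils of KO against WT among PMN 2 higher and 8 lower became 2 and 2.

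**Figure D4:**
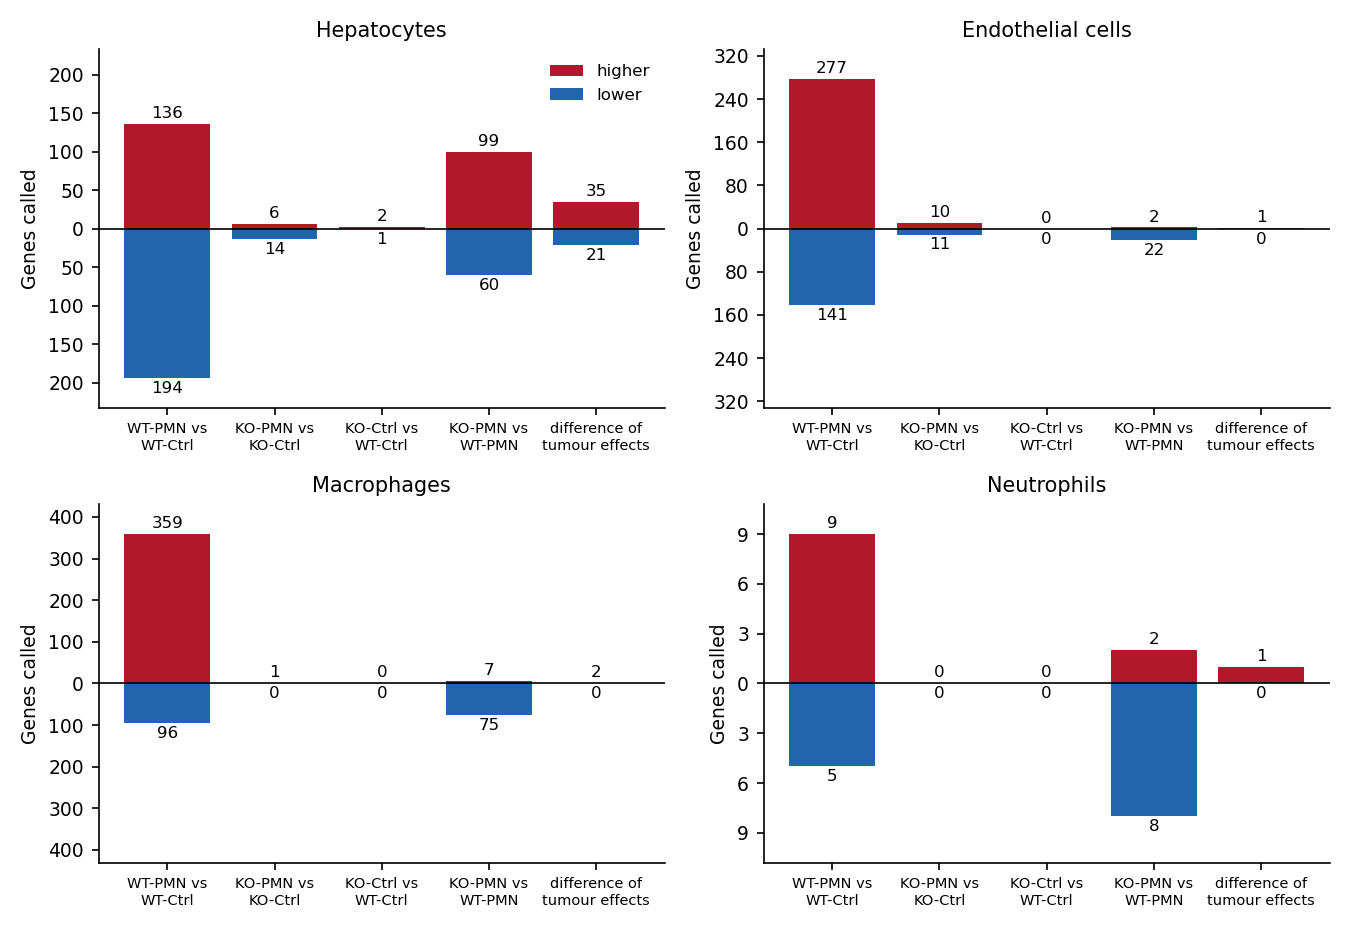
Number of genes called higher (upward bars) and lower (downward bars) in 4 cell types for each of the 5 contrasts, each bar being 1 count from a fit of 8 libraries. In endothelial cells 277 genes were higher and 141 lower with the tumour in WT, against 10 and 11 in KO.

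In hepatocytes of WT, the genes with the largest rise with the tumour were Mup7 (8.71 log2 units), Saa2 (8.53) and Lcn2 (6.73), and those with the largest fall were Cyp2a4 (at least 811-fold lower), Sult2a2 (at least 680-fold lower) and Cyp2b13 (at least 304-fold lower), all at 0 in both WT-PMN libraries. In KO, Saa2 rose by 4.71 (SE 0.46, adjusted p 0.00458), Lcn2 by 3.96 (SE 0.61, adjusted p 0.0346) and Saa1 by 3.48 (SE 0.38, adjusted p 0.00812), while Stmn1 fell by 2.17, Cyp2c69 fell by 1.81 and Ces1e fell by 1.57. With at most 10% mitochondrial counts, the calls of Lcn2 (3.55), Stmn1 (−0.59), Cyp2c69 (−1.10) and Ces1e (−1.28) were lost. The Ces1e call was also lost without scaling, with doublets kept and with the replicate number as a block. Among Ctrl, Gstp1 (2.20, SE 0.29) and Ly6e (1.64, SE 0.21) were higher in KO, each with adjusted p 0.0333, and both calls were lost without scaling, that of Gstp1 also with the replicate number as a block. With equal cell numbers the calls of Lcn2, Stmn1, Cyp2c69 and Ces1e in KO and of Gstp1 and Ly6e were lost. Among PMN, Sult2a2 (at least 967-fold), Cyp2a4 (at least 776-fold) and Xist (at least 359-fold) were higher in KO, and Mup7 (−10.35), Lrg1 (−8.28) and Mup11 (−5.24) were lower. Without WT-PMN 1 the Mup11 value was −3.03. In each of these genes the libraries of the 2 groups did not overlap, which was a condition for naming leading genes.

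In endothelial cells of WT, Lrg1 (3.93), Armcx4 (3.69) and Myc (3.47, adjusted p 0.00684) rose the most, and Xist (1504-fold lower from 3 UMIs in WT-PMN, 95% counting interval 514 to 7297), Wdr19 (−2.48) and Hspb1 (−1.70) fell the most. In the other cell types below, Xist in WT-PMN and Ddx3y outside it rest on 0 to 3 UMIs per group, except for Ddx3y in T cells of KO-PMN, so no log2 value is given for them. In KO, Lrg1 (2.64), Armcx4 (2.55, adjusted p 0.0197) and Hgf (1.64, SE 0.18, adjusted p 0.0197) rose, and H2-Q6 (−1.79), Ifit3b (−1.54) and H2-T22 (−1.42) fell. The calls of Hgf and H2-T22 were lost with the replicate number as a block, and that of Ifit3b with doublets kept. Among PMN, Aass was higher in KO (1.00, adjusted p 0.0127) and so was Xist, while Lrg1 (−2.70), Esm1 (−2.41, adjusted p 0.0332) and Apold1 (−0.96, adjusted p 0.0431) were lower. The replicate block removed the calls of Esm1 and Apold1, and equal cell numbers that of Apold1. The groups did not overlap for any of these genes, which was a condition for naming leading genes here and in the cell types below.

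In macrophages of WT, Armcx4 (5.16), Gda (4.20) and Jam2 (2.80) rose the most and Xist, Cd209f (−3.42) and Wdr19 (−2.96) fell the most. Without WT-Ctrl 2, Armcx4 in WT-Ctrl rests on 1 UMI (ratio 266, 95% counting interval 47.6 to 10511), and the Gda call was lost with doublets kept (1.81). In KO, Ifnb1 was the 1 gene called (2.15, SE 0.19, adjusted p 0.00934), higher in both tumour libraries than in both controls, and it was lost with doublets kept (1.505) and with equal cell numbers (1.90). Among PMN, Wdr19 (2.97), Colec12 (1.45) and Xist were higher in KO, and Fabp4 (−2.50), Ndrg1 (−2.09) and Acer2 (−1.98) were lower. In neutrophils of WT, Ddx3y (at least 16.4-fold), Eif2s3y (at least 12.6-fold) and Prnp (at least 6.29-fold) were higher, and Xist, Ltf (−2.10, adjusted p 0.0474) and Bcl2a1d (−1.86) were lower. The calls of Prnp and Ltf were lost without scaling, with at most 10% mitochondrial counts and with the replicate number as a block. In KO against WT among PMN, Ltf (2.30, SE 0.38, adjusted p 0.0385) and Xist were higher, while Eif2s3y (at least 63.5-fold), Ddx3y and Saa1 (−3.11, adjusted p 0.0433) were lower. Without KO-PMN 2 the Ltf value was 1.18. The block removed the calls of Ltf and Saa1, and no scaling that of Saa1. In WT hepatocytes Saa1 rose by 6.71 log2 units with the tumour, and hepatocyte RNA carried into neutrophils was not tested for Saa1. With equal cell numbers the calls of Eif2s3y and Bcl2a1d in WT and of Xist and Eif2s3y among PMN were lost.

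In monocytes of WT, Ddx3y, Lrg1 (5.20) and Mmp8 (4.72) rose the most and Xist, Aif1 (−3.59) and Cd63 (−2.92) fell the most. In KO, Vcan (2.88) and Fn1 (1.82) rose, each with adjusted p 0.0210 and both tumour libraries above both controls. Both are leading genes of cluster 16, which was joined with cluster 13 as monocytes. Cluster 16 held 19 and 13 cells in WT-Ctrl, 117 and 674 in WT-PMN, 88 and 23 in KO-Ctrl, and 111 and 216 in KO-PMN. Cluster 13 held 127 and 128, 161 and 264, 277 and 89, and 145 and 162 in the same order. The monocyte results therefore do not separate a change within cells from a shift between these clusters. Among PMN, Xist, Cd209a (3.39, adjusted p 0.0357) and Itgax (1.41, adjusted p 0.0454) were higher in KO, and Ddx3y, Lrg1 (−2.99) and Saa3 (−2.47) were lower. Without WT-PMN 2 the WT-PMN group held 0 UMIs of Cd209a, which was then at least 24.2-fold higher in KO. The Cd209a call was lost with DESeq2 and that of Itgax without scaling and with doublets kept. In T cells of WT, Ddx3y and S100a8 (4.80, adjusted p 0.0226) rose and Xist, Wdr19 (−3.96) and Hspa1a (−2.61) fell. In KO, Nkg7 was the 1 gene called (−1.33, SE 0.14, adjusted p 0.0102), lower in both tumour libraries. Among PMN, Xist and Wdr19 (3.81) were higher in KO and Ddx3y (−7.88) was lower, the last at least 183-fold without KO-PMN 2, which left KO-PMN at 0 UMIs.

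The study described immature and suppressor programmes of neutrophils, and its gene lists were tested as sets. The study named these genes, with references to earlier work, while describing these same libraries and does not state how they were picked, so counts adjusted over the list alone are not taken as independent evidence. The suppressor list (6 of 8 genes tested) was higher with the tumour in WT, with a median of 1.06 log2 units and 6 of 6 genes up (fry adjusted p 0.0136). A filter of 1 count moved this median most, to 2.06. Among PMN it was lower in KO, with a median of −0.87 and 0 of 6 genes up (fry adjusted p 0.0184). Its median in KO with the tumour was 0.17 (4 of 6 up, fry adjusted p 0.114), that of KO against WT among Ctrl was −0.17 (2 of 6 up, fry adjusted p 0.819) and the interaction was −0.60 (0 of 6 up, fry adjusted p 0.0672). In WT, 3 genes were called over all genes and 4 adjusted over the list alone: Wfdc17 (2.29, SE 0.25, adjusted p 0.000765), Ifitm1 (1.31, SE 0.24, adjusted p 0.0449) and Prok2 (4.27, SE 0.80, adjusted p 0.0463), and Cd14 (0.82) over the list alone. Prok2 rests on 2 UMIs in WT-Ctrl (ratio 21.8, 95% counting interval 6.01 to 180.4), and without WT-Ctrl 1 that group held 0 UMIs and the rise was at least 6.01-fold. The Ifitm1 call was lost with at most 10% mitochondrial counts and with the replicate number as a block, and the Prok2 call in these settings, without scaling, with doublets kept and with equal cell numbers. Among PMN, Prok2 was lower in KO (−2.27, adjusted p 0.0433), 1 gene over all genes against 4 adjusted over the list alone, and its call was lost with DESeq2, without scaling, with doublets kept, with equal cell numbers and with the replicate number as a block. In KO and in the interaction, 0 genes were called over all genes, and 2 and 1 adjusted over the list alone.

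The immature list (4 genes) had a median of −1.27 in WT with the tumour (0 of 4 up, fry adjusted p 0.256), −0.09 in KO (2 of 4 up, fry adjusted p 0.858), 0.80 for KO against WT among Ctrl (3 of 4 up, fry adjusted p 0.517), 2.17 among PMN (4 of 4 up, fry adjusted p 0.180) and 1.502 for the interaction (4 of 4 up, fry adjusted p 0.450). Ltf was called over all genes in WT and among PMN, and all 4 genes were called among PMN adjusted over the list alone. Camera called the immature list in WT, among Ctrl, among PMN and in the interaction, and none of these calls held under fry. Of the other camera calls, those of the suppressor list in WT and among PMN, of that list in monocytes in WT, and of the endothelial list in WT, in KO and among PMN held under fry. Those of the suppressor list in KO and in the interaction, of the endothelial list in the interaction, and of the T cell list in KO and among Ctrl did not.

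The suppressor list in monocytes (5 of 8 genes tested) had a median of 0.68 with the tumour in WT (4 of 5 up, fry adjusted p 0.0280) and 0.28 in KO (4 of 5 up, fry adjusted p 0.136). The call in WT was lost with a filter of 1 count (1.08) and with doublets kept (0.99). In WT, 1 gene was called over all genes (Wfdc17, 0.85, adjusted p 0.0360) and 3 adjusted over the list alone. For KO against WT the medians were 0.24 among Ctrl (fry adjusted p 0.357) and −0.04 among PMN (fry adjusted p 0.180), and the interaction was −0.24 (fry adjusted p 0.158), with 0 genes called over all genes. In KO with the tumour 1 gene (Wfdc17, 0.61) was called adjusted over the list alone and 0 over all genes. The endothelial list (7 genes) rose with the tumour in both genotypes, by a median of 1.37 in WT (7 of 7 up, fry adjusted p 0.00203) and 0.87 in KO (7 of 7 up, fry adjusted p 0.00554), with 7 and 2 genes called over all genes and 7 and 6 adjusted over the list alone. Among PMN it was lower in KO, with a median of −0.28 (0 of 7 up, fry adjusted p 0.0184), which was −0.45 without KO-PMN 1. In that contrast 1 gene was called over all genes and 2 adjusted over the list alone. The call of the list among PMN was lost with the replicate number as a block. Lrg1 itself is in the list, so a fall of the other genes as a set was not tested. The median among Ctrl was −0.0015 (3 of 7 up, fry adjusted p 0.9753), and the interaction of −0.50 (0 of 7 up, fry adjusted p 0.0539) failed the threshold. In both of these contrasts 0 genes were called over all genes and 1 adjusted over the list alone. A T cell effector list (5 of 6 genes tested, fixed here from the study's subject) had medians of −0.21 with the tumour in WT (2 of 5 up, fry adjusted p 0.256), −0.98 in KO (0 of 5 up, fry adjusted p 0.0740), 0.35 among Ctrl (5 of 5 up, fry adjusted p 0.144), 0.26 among PMN (3 of 5 up, fry adjusted p 0.553) and −0.35 for the interaction (2 of 5 up, fry adjusted p 0.381). Of its genes 0 were called over all genes in any contrast. Adjusted over the list alone, Ifng was called in WT, and Pdcd1, Prf1 and Ifng in KO. For KO against WT among Ctrl, these were Gzmb (0.61) and Prf1 (0.88). Cluster 9 of the T cells, with Gzmb among its leading genes, held 724 of 1844 T cells in KO-Ctrl 1 and 140 of 1211 in KO-Ctrl 2. The T cell results, including the Nkg7 call in KO, therefore do not separate a change within cells from the mix of T cell clusters.

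Early neutrophils, by the UMIs of Camp, Ltf and Ngp, were 3.53% ± 0.48 of neutrophils in WT-Ctrl, 4.81% ± 1.29 in WT-PMN, 15.8% ± 5.9 in KO-Ctrl and 11.5% ± 9.5 in KO-PMN (SD, n = 2 each). The mean difference between PMN and Ctrl over both genotypes was −1.51 percentage points (exact permutation p 0.833 over 36 arrangements, smallest possible 0.0556), smaller than the spread between libraries. It averages a rise in WT and a fall in KO and so does not describe either genotype. The WT-Ctrl libraries lay at 3.88% and 3.19%, from 5 and 3 cells, and the WT-PMN libraries at 3.90% and 5.72%. With at least 10 UMIs WT-PMN averaged 1.88% and WT-Ctrl 3.53%, so the direction in WT depends on the limit. Without KO-Ctrl 1 it was 0.570 and without KO-PMN 1 it was 1.84, so its direction depends on 1 library. Of the alternatives with all libraries, a minimum of 1 UMI moved it most and reversed it, to 2.06 percentage points (exact permutation p 0.667).

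**Figure D5:**
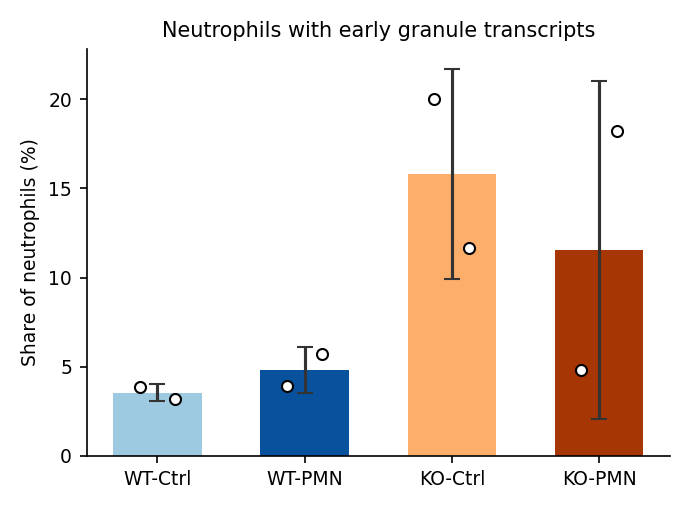
Share of early neutrophils (percent of neutrophils) by group, with bars for the mean of 2 libraries, error bars for the SD and points for the libraries. The KO-PMN libraries lie at 4.82% and 18.2%.

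The study asked which reported LRG1 receptors neutrophils express. In neutrophils, with a median of 1160 to 1348 UMIs per cell, Tgfbr2 was at 171, 144, 173 and 184 CPM in WT-Ctrl, WT-PMN, KO-Ctrl and KO-PMN, with UMIs in 20.3%, 17.8%, 21.8% and 21.6% of cells. In B cells, with a median of 1240 to 1326 UMIs, it was at 378, 426, 392 and 432 CPM. No cell type counted for these genes lacked Tgfbr2, so no background level can be given for it. Adgrl2 (12.5, 14.9, 9.30 and 22.5 CPM) and Eng (10.9, 13.1, 5.26 and 16.6 CPM) in neutrophils were near their levels in B cells (16.1, 10.4, 21.1 and 19.4 CPM for Adgrl2, and 11.3, 12.1, 10.6 and 8.82 CPM for Eng), and were read as background. The 1 alternative tried for these values, keeping predicted doublets, moved Adgrl2 in KO-PMN to 69.3 CPM. Egfr was at 0 UMIs in WT-Ctrl neutrophils and at 1.46, 1.21 and 1.36 CPM in the other groups, against 0.469 to 2.06 CPM in B cells. Endothelial cells held Adgrl2 at 431 to 474 CPM. Tgfbr2 in neutrophils changed by −0.26 with the tumour in WT (adjusted p 0.819) and by 0.30 for KO against WT among PMN (adjusted p 0.799).

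The study also asked which liver cells raise Il6. In macrophages it was at 377 ± 112 CPM in WT-Ctrl, 601 ± 35 in WT-PMN, 322 ± 56 in KO-Ctrl and 459 ± 61 in KO-PMN (SD, n = 2 each). The rise was 0.70 log2 units in WT (SE 0.21, adjusted p 0.105) and 0.49 in KO (adjusted p 0.465), with both tumour libraries above both controls in each genotype, and neither was called. Over the settings the adjusted p ranged from 0.000200 to 0.206 in WT, with calls under DESeq2 (0.70) and a filter of 1 count (0.72), and from 0.0489 to 0.512 in KO, with a call under the filter of 1 count (0.51). Leaving out 1 library moved the rise in WT most, to 0.42 without WT-Ctrl 1 and 1.05 without WT-Ctrl 2. KO against WT gave −0.21 among Ctrl (adjusted p 0.883) and −0.42 among PMN (adjusted p 0.462), and the interaction was −0.20 (adjusted p 0.931). Without WT-Ctrl 2 the difference among Ctrl was 0.14, and without WT-Ctrl 1 the interaction was 0.081, so their direction depends on 1 library. The shares of all Il6 UMIs of a library differed between the groups. Macrophages held 39.3% ± 1.3 in WT-Ctrl, 63.0% ± 0.6 in WT-PMN, 40.9% ± 1.6 in KO-Ctrl and 52.4% ± 5.0 in KO-PMN, while making up 4.17%, 7.03%, 4.48% and 5.69% of cells (SD, n = 2 each). Basophils and mast cells held 33.7% ± 3.2, 14.3% ± 1.5 and 37.0% ± 4.9 in the first 3 of these groups, and 17.9% and 38.1% in the KO-PMN libraries, while making up 0.447%, 0.557%, 0.484% and 0.727% of cells in the same order. In KO-Ctrl 1 they held 40.4% and macrophages 39.8%. Their Il6 level was 6627 ± 1444 CPM in WT-Ctrl, 3632 ± 34 in WT-PMN, 6933 ± 117 in KO-Ctrl and 5034 ± 1172 in KO-PMN. Both tumour libraries lay below both controls in each genotype, and these levels were not put to a test.

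Genes called up with the tumour in WT were then measured in KO. In endothelial cells the median fell from 1.13 log2 units in WT to 0.39 in KO over 277 genes (238 of them positive), in hepatocytes from 2.39 to 0.54 over 136 genes (104 positive), in macrophages from 1.56 to 0.36 over 359 genes (311 positive) and in neutrophils from 3.50 (2.65 with 3 genes at 0 in WT-Ctrl set to their limit) to 1.04 over 9 genes (7 positive). The reverse selection gave 1.34 in KO and 1.30 in WT for 10 endothelial genes, and 3.72 in KO and 6.71 in WT for 6 hepatocyte genes. The 100 largest rises in KO hepatocytes gave 0.77 in KO and 0.48 in WT. When the 100 largest rises were chosen on 1 WT pair of libraries, their medians in the other WT pair were 1.05 and 0.87 in endothelial cells and 0.95 and 0.95 in hepatocytes, against 0.38 to 0.65 and 0.35 to 0.46 in the KO pairs. In macrophages the other WT pair gave 1.32 and 1.85, and the KO pairs gave between 0.11 and 1.10, so 1 KO pair lay near WT. In neutrophils the other WT pair gave 0.44 and 0.26 and the KO pairs between −0.01 and 0.35 (0.32 with genes at 0 set to their limit), which overlap. When the genes were chosen on 1 KO pair, the other KO pair gave 0.37 and 0.43 in endothelial cells, against 0.44 to 0.82 in the WT pairs. In hepatocytes it gave 0.48 and 0.36, against 0.13 to 0.56 in the WT pairs, which overlap. In macrophages it gave 0.20 and 0.04, against 0.19 to 1.86, and in neutrophils −0.34 and −0.31, against −0.21 to 0.39. Leaving out a library was not run for these medians.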

Values the study reported

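The study reported 75,053 cells after its quality control. It gave neutrophils as 2.89% in WT livers of healthy mice and 31.68% in WT livers at the pre-metastatic stage, with 10.49% in mice lacking hepatocyte Lrg1. The main text names no denominator for these figures, and a supplementary figure legend describes proportions among immune subpopulations.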

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

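The tests of the 500 UMI minimum, of sex-linked expression, of the liver gene lists, of Wdr19 and of the unnamed clusters were chosen only after the results had been seen, whereas that of the clustering genes was written down before its result.

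Among neutrophils, the share of immune cells stood out because its tumour effect differed between genotypes, with an interaction of −2.19 log2 units (adjusted p 0.000434). Neutrophils averaged 29.3% of immune cells in WT-PMN and 9.76% in KO-PMN, and both KO-PMN libraries lay below both WT-PMN libraries. Neutrophils hold few UMIs, and between 26.96% and 52.97% of those with at least 500 UMIs fell under the minimum of 1000, so loss at that limit was tested. The loss was 38.65% and 26.96% in the WT-PMN libraries and larger in KO-PMN, at 52.97% and 51.15%. With a minimum of 500 UMIs the difference between KO-PMN and WT-PMN shrank from −1.58 to −1.07 log2 units. It remained past the threshold (adjusted p 0.00559, in a range of 5.61e-05 to 0.0670 over the settings). This argues against the limit of 1000 as the whole cause, while part of the difference may come from it. The deposited cells held at least 500 UMIs, so a loss of neutrophils below that number could not be tested. Clustering without the genes called between PMN and Ctrl gave −1.55, which argues against clusters built on the responding genes. As a share of all cells the difference was larger (−1.82) but not called, so the call depends on the denominator. The sex of the animals could also contribute: 0 of the 6 libraries outside WT-PMN were positive for Y genes, so sex and the label WT-PMN cannot be told apart for this share, because no male library of another group exists. An effect of hepatocyte Lrg1 stays open beside it and was not separately testable.

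Hepatocytes had 56 genes whose tumour effect differed between KO and WT. Of these, 16 belonged to the lists of male-biased and female-biased liver genes and 3 to the acute-phase list. With the tumour in WT, the female-biased list (16 genes) had a median of −9.68 log2 units, or −6.69 with its 10 genes at 0 set to their limit (fry adjusted p 0.00206, 0 of 16 up), and −5.36 over the 12 genes that had not been seen before the list was written. The male-biased list (15 of 16 genes tested) had a median of 4.48, or 4.38 with genes at their limit (fry adjusted p 0.00206, 15 of 15 up). In KO the medians were −0.35 (fry adjusted p 0.123, 1 of 16 up) and −0.22 (fry adjusted p 0.524, 5 of 15 up). The interaction was 9.10, or 6.09 with the 10 genes at their limit, for the female-biased list (fry adjusted p 0.00283) and −4.67 for the male-biased list (fry adjusted p 0.00463). A candidate explanation for part of the excess of calls in WT hepatocytes is therefore the sex of the animals, as these values need. The acute-phase list (18 genes) rose by a median of 1.66 in WT (fry adjusted p 0.00854, 17 of 18 up) and of 0.85 in KO (16 of 18 up), whose libraries are all positive for Xist. The fry adjusted p in KO was 0.0456 with Saa1, Saa2 and Lcn2, which had been seen among the called genes before the list was written. Over the other 15 genes the medians were 1.12 in WT (fry adjusted p 0.0212, 14 of 15 up), 0.59 in KO (fry adjusted p 0.129, 13 of 15 up) and −0.60 for the interaction (fry adjusted p 0.187). Over these 15 genes the rise in KO did not pass the threshold. For them, sex as the whole cause and an effect of the tumour therefore cannot be told apart. Saa1 (3.48) and Saa2 (4.71) were called in KO over all genes, between libraries that do not differ in sex-linked expression. For Saa1 and Saa2 only, that argues against sex as the whole cause. Lcn2 (3.96) was called there too, but not in every setting. The interaction of the whole list (−1.05, fry adjusted p 0.0922) and its difference between KO and WT among PMN (−0.82, fry adjusted p 0.168) failed the threshold. Reads shared between paralogs were not testable without the counting rule.

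Outside hepatocytes, the genes with a different tumour effect numbered 1 in B cells, 5 in basophils and mast cells, 2 in cDC1, 2 in cDC2 and migratory dendritic cells, 1 in cholangiocytes, 1 in endothelial cells, 1 in fibroblasts and stellate cells, 2 in macrophages, 1 in monocytes, 1 in neutrophils, 1 in NK cells, 1 in pDC and 2 in T cells. Xist was among them in 13 of these types, and Wdr19 in macrophages (3.26, adjusted p 0.00601) and T cells (3.83, adjusted p 0.00457). These genes are named because they were called, after their values had been seen, and so are Cxcl9 in cDC1 (2.65, adjusted p 0.000494), Igkc in cDC2 and migratory dendritic cells (5.75, adjusted p 0.00284), and Cma1, Cpa3, Mcpt4 and Tpsb2 in basophils and mast cells, which numbered 442 cells. Tpsb2 was at 0 UMIs in KO-Ctrl and at 338 in WT-Ctrl. A change in the mix of basophils and mast cells was not tested. Igkc was a leading gene of plasma cells, and RNA carried from them was not tested either. For Xist, the 16 of 16 cell types with Xist below and Ddx3y above the other 6 libraries go with male animals in the WT-PMN group. Wdr19, on chromosome 5, was below all 6 other libraries in both WT-PMN libraries in 14 of 16 types. Chance gives 3.57% per type, but the types share the same libraries and are not independent. The mean of Wdr19 over all cells was 10.7 CPM in WT-PMN and 61.0 CPM in the other libraries, 5.69-fold. Over those 14 types the fold was between 3.91 and 14.9. RNA of one type spread over the others would leave only that type above a shared low level. Outside WT-PMN, however, 10 of 14 other types held more Wdr19 in every library than any library of neutrophils or hepatocytes (at most 21.7 CPM), which argues against it. Whether sex lowers Wdr19 cannot be told apart from the group, as 0 of the 6 other libraries were positive for Y genes, and a variant carried by the WT-PMN animals may also be the source and was not tested.

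Clusters without a name held signal outside the named types. Cluster 17 (1188 cells) made up 2.68% of cells in WT-PMN (2.15% and 3.22%), above both WT-Ctrl libraries, against 0.952% in WT-Ctrl, 1.21% in KO-Ctrl and 1.23% in KO-PMN. Both Kdr and C1qb were seen in 62.2% of its cells, against 10.1% of endothelial cells and 45.9% of macrophages, so doublets of these types were tested. Its median of 3690.5 UMIs lay near that of endothelial cells (2860) and far under the sum of both medians (10308), which argues against doublets of whole cells. Its mean doublet score was 0.0716, against 0.0629 and 0.0632. Endothelial cells that carry macrophage fragments or RNA may remain and were not tested, and neither was a biological explanation.

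Cluster 33 (337 cells, with Saa3, Prg4, Alox15, Retnla and Fn1 among its leading genes) made up 0.845% of cells in WT-PMN and 0.327% in KO-PMN, each above both controls of its genotype, against 0.388% in WT-Ctrl and 0.182% in KO-Ctrl. The lowest WT-PMN library (0.591%) lay beside the highest WT-Ctrl library (0.587%), so sampling of a small population and a change with the tumour cannot be told apart with 2 libraries per group.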

How the results depend on the processing

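The minimum of 500 UMIs, the counts without X and Y genes, all alternatives for Il6 except predicted doublets, camera for the T cell list, and equal cell numbers for single genes were chosen after the data had been seen, and the others had been fixed before. For each change below the cause was not tested, except where the construction of the alternative is named as the cause.

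Over the main results, 610 of the values under alternatives kept their direction and their side of the threshold (or, for a count, stayed within 1.5 times the count reported, and for a value without a test, within 1 SD), 157 moved, 7 lost their call, 12 gained one and 6 reversed. A value without a test could change sign within 1 SD or count as moved: 13 of 208 values with 1 library left out and 6 of 338 others changed sign. Over single genes and other cell types named in the text, 910 stayed so, 98 moved and 64 lost their call (14 of them with equal cell numbers), with 0 of 396 and 0 of 676 changes of sign. For the 118 genes and 45 cell type results that had not been called, 1355 and 670 values were compared. Of these, 1173 and 600 stayed the same, 115 and 30 moved, 53 and 12 became called, and 14 and 28 changed sign.

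Counts of called genes are given here for neutrophils, endothelial cells, hepatocytes and macrophages. With DESeq2, neutrophils had 27 genes in WT, 3 in KO and 1 for KO against WT among Ctrl. Endothelial cells had 304 in KO, 37 among Ctrl, 124 among PMN and 72 for the interaction. Hepatocytes had 63 in KO and 16 among Ctrl, and macrophages had 76 in KO, 1 among Ctrl, 174 among PMN and 43 for the interaction. The endothelial list among Ctrl reversed with DESeq2, to 0.0069, beside a value near 0 in the report. Il6 in WT gained a call (0.70).

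With a filter of only 1 count per gene, more genes entered each fit. In the order WT, KO, Ctrl, PMN and interaction, the counts were 107, 14, 18, 92 and 14 in neutrophils, 1409, 1072, 334, 523 and 352 in endothelial cells, 824, 398, 166, 505 and 194 in hepatocytes, and 1279, 524, 118, 669 and 296 in macrophages. The immature list in KO reversed to 0.0019, the suppressor list in WT monocytes was no longer called (1.08), and Il6 gained a call in WT (0.72) and in KO (0.51).

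With only the 4 libraries of a contrast, fewer samples set the spread. Neutrophils had 6 genes in WT and 3 among PMN, endothelial cells 652 in WT, 0 in KO and 178 among PMN, hepatocytes 0 in KO, 1 among Ctrl and 314 among PMN, and macrophages 888 in WT, 0 in KO and 548 among PMN. At an unadjusted p under 0.05 there were 1467, 845 and 844 genes in KO endothelial cells, hepatocytes and macrophages. Without scaling, neutrophils had 9 genes in WT and 4 among PMN, endothelial cells 36 in KO, and hepatocytes 10 in KO and 1 among Ctrl. With equal cell numbers, neutrophils had 7 genes in WT, 3 in KO, 5 among PMN and 0 for the interaction (151 at an unadjusted p under 0.05), hepatocytes 2 in KO and macrophages 0 in KO (923), and fewer cells per library lower the depth there. The interaction of Lrg1 in hepatocytes reversed to −0.0074. Without X and Y genes, neutrophils had 6 among PMN and 0 for the interaction (200 at an unadjusted p under 0.05), and for the interaction endothelial cells had 0 (878) and macrophages 1, because called genes on X and Y were then not counted.

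With at most 10% mitochondrial counts, neutrophils had 8 genes in WT, endothelial cells 2 for the interaction, hepatocytes 9 in KO and macrophages 3 in KO, and 2 immune types were called for the interaction. With predicted doublets kept, hepatocytes had 12 genes in KO and macrophages 0 (1264 at an unadjusted p under 0.05), the suppressor list in WT monocytes was no longer called (0.99), and receptor levels in neutrophils moved. Egfr was at 1.29 CPM in WT-PMN and Tgfbr2 at 225.7 CPM in KO-PMN. In the order WT-Ctrl, WT-PMN, KO-Ctrl and KO-PMN, Adgrl2 was at 27.5, 45.7, 35.1 and 69.3 CPM and Eng at 36.7, 41.3, 30.3 and 56.0 CPM.

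With the replicate number as a block, neutrophils had 6 genes in WT and 3 among PMN, endothelial cells 258 in WT, 6 in KO and 14 among PMN, and macrophages 42 among PMN. The immature list in KO reversed to 0.048, the endothelial list among Ctrl reversed to 0.0129, the endothelial list among PMN was no longer called (−0.29) and 3 immune types were called for the interaction. Differences between replicates 1 and 2 correlated across genes by more than 0.1 between WT-PMN and KO-PMN in 5 of 6 cell types (−0.036 to 0.399) and between WT-Ctrl and KO-Ctrl in 4 of 6, but in 0 of 6 between Ctrl and PMN of the same genotype (lowest −0.278). The libraries therefore share only a number over the whole design, and whether libraries of the same number were handled together within Ctrl or within PMN is not settled. Genes are not independent replicates.

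For immune types, shares of all cells removed the calls of neutrophils in KO (1.14), among PMN (−1.82) and for the interaction (−2.65), the latter pair larger than in the report, with 1 type called in WT, 0 in KO, 0 among PMN and 0 for the interaction, each of the last 3 with 1 type at an unadjusted p under 0.05. TMM over cell types gave 1.12 for neutrophils in KO, 3 types called in WT and 1 among PMN. Leiden resolution 2 and a minimum of 500 genes each gave 1 type among PMN. The early neutrophils made up 7.89% in WT-Ctrl and 15.9% in WT-PMN with at least 1 UMI, 1.88% in WT-PMN with at least 10 UMIs, and 6.78% in WT-PMN without thinning. Their mean difference between PMN and Ctrl reversed with at least 1 UMI, to 2.06 percentage points. Taking the 100 largest rises gave medians of 0.82 for endothelial genes from KO in WT, 0.44 and 0.48 for hepatocyte genes from WT in KO and from KO in WT, and 0.28 for neutrophil genes from WT in KO.

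With camera, results with the same medians were newly called: the immature list in WT (−1.27), among Ctrl (0.80), among PMN (2.17) and for the interaction (1.502), the suppressor list in KO (0.17) and for the interaction (−0.60), the endothelial list for the interaction (−0.50), and the T cell list in KO (−0.98) and among Ctrl (0.35). By construction, camera takes a preset correlation of 0.01 between genes, whereas fry works from the residuals of the libraries.

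Leaving out 1 library gave ranges and no tests or gene counts, since a group then has 1 library. Lrg1 in hepatocytes ranged from 1.83 to 3.11 in WT, 2.49 to 5.37 in KO, −11.30 to −8.42 among Ctrl, −8.94 to −7.86 among PMN and 0.14 to 3.02 for the interaction. The values 5.37, −11.30 and 3.02 are fitted against KO-Ctrl at 0 UMIs, without KO-Ctrl 1, where the limits are 1.98-fold for KO and 114-fold among Ctrl. Il6 in macrophages ranged from 0.42 to 1.05 in WT, −0.50 to 0.14 among Ctrl and −0.56 to 0.081 for the interaction. The share of neutrophils among immune cells ranged from 0.78 to 1.48 in KO, −1.98 to −1.28 among PMN and −2.58 to −1.88 for the interaction. The immature list ranged from −1.84 to −0.38 in WT, −1.29 to 0.87 in KO, −0.088 to 1.58 among Ctrl, 1.00 to 2.75 among PMN and 0.34 to 2.08 for the interaction. The suppressor list ranged from 1.10 to 1.48 in WT, −0.038 to 0.50 in KO, −0.20 to 0.051 among Ctrl, −1.09 to −0.75 among PMN and −0.89 to −0.47 for the interaction (unchanged where Prok2 at 0 in WT-Ctrl was set to its limit), and in monocytes from 0.040 to 0.37 in KO, −0.27 to 0.12 among PMN and −0.52 to −0.13 for the interaction. The endothelial list ranged from 1.15 to 1.503 in WT, −0.075 to 0.19 among Ctrl, −0.45 to −0.26 among PMN and −0.57 to −0.28 for the interaction. The T cell list ranged from −0.26 to 0.032 in WT, −1.203 to −0.52 in KO, 0.19 to 0.72 among Ctrl and −0.98 to −0.10 for the interaction.

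The depth limits which genes were tested: with 223 neutrophils in WT-Ctrl and 395 in KO-Ctrl, 4674 genes passed the count filter there against 12912 in endothelial cells. On simulated data edgeR recovered 45.0% of changed genes in neutrophils, 48.7% in hepatocytes, 64.8% in macrophages and 69.0% in endothelial cells. Recovery in neutrophils was near that in hepatocytes but below that in the other types. Whether depth lowers the number of neutrophil calls is therefore not settled.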

Other observations

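The tests of label exchange, of a minor male population and of male animals, and that of sex on the attenuated genes, were chosen only after the results had been seen, while the tests of selection, of neutrophil RNA in monocytes, of free S100a8 RNA and of free hepatocyte RNA in endothelial cells were written before their results, with the selection test split by cell type afterwards.

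Both WT-PMN libraries carried Y-linked transcripts and almost no Xist. Besides Ddx3y, Eif2s3y was at 63.6 and 67.8 CPM there and at no more than 0.0285 CPM elsewhere, and Kdm5d (12.1 and 13.3 CPM) and Uty (21.2 and 21.1 CPM) followed. An exchange of labels with a KO library would bring hepatocytes without Lrg1, yet the lower WT-PMN library held 688 CPM of it. A minor population of male cells in female libraries would leave Xist near its usual level, yet it stood at 0.0450% of the mean of the other 6 libraries. Male animals in the WT-PMN group may explain the pattern, which held in 16 of 16 cell types. An exchange with a library outside this series was not testable.

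The suppressor list was higher in WT-PMN monocytes, where neutrophil RNA might have been carried over. From neutrophil-only genes, the carried RNA would give 1.78% of the rise of Cd14 and 2.37% of that of Wfdc17, which argues against it as the source. A shift between the monocyte clusters 13 and 16 was not tested as a source. S100a8 was called higher in T cells of WT-PMN (4.80 log2 units). In 13 of 13 types other than neutrophils, monocytes and macrophages, both WT-PMN libraries lay above both WT-Ctrl libraries. Chance gives 16.7% per type, but the types share the same libraries and are not independent. The level of S100a8 in T cells was 1.40% to 5.21% of that over all cells of the same library. Free RNA from neutrophils may thus be the source of this call.

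Genes that rose in WT rose less in KO. Selection of genes for a large rise lowers their medians in any other libraries, but the other WT pair gave at least 0.87 in endothelial cells and 0.95 in hepatocytes, above every KO pair, which argues against selection as the whole cause there. Genes chosen on a KO pair rose by 0.13 to 0.56 in the WT pairs of hepatocytes, beside 0.48 and 0.36 in the other KO pair, so these choices showed no gap in hepatocytes, whereas the 6 hepatocyte genes called up in KO had medians of 3.72 in KO and 6.71 in WT. In endothelial cells genes chosen on a KO pair rose by 0.44 to 0.82 in the WT pairs, beside 0.37 and 0.43 in the other KO pair. In macrophages (1.32) and neutrophils (0.26) selection cannot be told apart from a weaker response, because the KO pairs differed widely or overlapped the WT pairs. Sex may account for the remainder in all 4 types: 0 of the 6 libraries outside WT-PMN were positive for Y genes, so it cannot be told apart from genotype.

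Endothelial Lrg1 was lower in KO-PMN than in WT-PMN although the deletion is in hepatocytes. Free hepatocyte RNA, estimated from hepatocyte markers, would give 0.877% of the difference and neutrophil RNA 0.469%, so carried RNA is not a likely source. No biological explanation was tested for this difference.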
